A study of Homo sapiens with 4 samples. Its data were reported in "NeuroD1-USP1-MYCN axis drives tumor progression in neuroblastoma" (2026).

How the data were processed

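RNA sequencing (RNAseq) was analysed for 4 libraries of IMR-32, an established human neuroblastoma cell line with amplified MYCN. Per the labels, cells carried a doxycycline-inducible short hairpin RNA, either a control hairpin (shControl, 2 libraries) or a hairpin against NeuroD1 (shNeuroD1, 2 libraries), and doxycycline was given at 1 µg/mL for 48 h. Groups and replicate numbers were taken from the sample titles. The genotype field calls the control cells wild type, and the series text calls them parental, so the shControl libraries are described here only as carrying the control hairpin. The labels do not say whether the 2 libraries of a group were separate cultures. They also do not say which NeuroD1 hairpin was used. The study used more than 1, with names that end in the same numbers as the titles, and these numbers were read here as replicate numbers.

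The authors deposited raw read counts for 60612 Ensembl genes, made with HTSeq from paired-end reads. The trimming, the aligner, the genome build and the use of strand in counting were not stated, so overlapping genes on either strand are reported as uncertain. Each row of the count table named a gene, and 0% of counts lay in rows without one. The authors also deposited, for each library, FPKM values (fragments mapped, scaled for transcript length and library size) of transcript starts, transcript ends and splicing events in assembled transcripts. These tables list an event only where its FPKM is above 0, and the tool that made them was not stated. Their coordinates were checked against GENCODE release 29 on GRCh38, where 91.2% of 15874 transcript ends overlapped the gene they were assigned to. Gene symbols were found for 60401 of the 60612 gene IDs, and coordinates of 58394 are those of GENCODE 29.

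Counts were analysed in edgeR 4.0.16 under R 4.3.3. Genes were kept by filterByExpr (minimum count 10), which left 17537 genes. Libraries were scaled by TMM, and the 2 groups were compared by the quasi-likelihood F test (glmQLFit and glmQLFTest, two-sided) with Benjamini-Hochberg adjustment over all genes tested. Genes were called at an adjusted p under 0.05 and a log2 fold change beyond 1 in size. The standard error of a log2 fold change was taken as its size divided by the square root of F. Values per library are given as TMM-scaled counts scaled to library size (CPM). The study used DESeq2, which was run here as an alternative.

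8 gene lists were tested with camera in limma 3.58.1 on log2 CPM (added prior count 2) with a preset inter-gene correlation of 0.01, with fry beside it, and adjusted over the 8 lists. Camera was first run on edgeR's z-scores of the counts and then on log2 CPM. The log2 CPM version is the main one because it was fixed before the data were examined, and the calls that differ between them in the lists reported are given with the alternatives. S phase and G2/M lists came from Seurat 5.3.0. Lists of MYC-induced genes, integrated stress response genes, interferon response genes, adrenergic transcription factors and neuronal differentiation genes were written by hand. Lists, thresholds, tests and the rule for naming genes were fixed at that stage too. 1 stress response gene, PHGDH, had been seen near the top of the study's own table when that list was written. The USP family was taken as every tested gene whose symbol is USP and a number, with or without a letter. The genes named are NEUROD1 and the genes the study names, the 5 largest falls and the 5 largest rises among genes past an adjusted p of 0.05 with a mean of at least 10 CPM and no overlap between the groups, the 3 members with the largest change in the direction of the list in each list past an adjusted p of 0.05, and USP genes past both thresholds. Other genes are named as chosen after their values were seen. 1 gene and 1 of the 8 lists are not reported here.

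The alternatives were DESeq2 size factors in the edgeR fit, library size alone, no filter on low counts, a mean of at least 1 CPM, DESeq2 1.42.0 (Wald test, unshrunken), the replicate number as a block, limma on log2(FPKM + 1) and log2(FPKM + 0.1), an adjusted p under 0.05 alone, glmTreat against a log2 fold change of 1, other set tests, and leaving out each library. Gene FPKM was taken as the sum over a gene's transcript starts, with unlisted starts as 0, for genes with a mean of at least 1 FPKM. NEUROD1 was left out of the FPKM fits because its rows belong to a locus merged with the neighbouring gene CERKL. With 1 library left in a group the spread of that group cannot be estimated, so no test was made there. Leave-one-out fits therefore give fold changes and no calls. List tests under DESeq2 ranked genes by the Wald statistic.

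For the closing observations, each 7-mer present in the 3′ UTR of at least 100 genes was tested for a tie to the log2 fold change, over genes with a mean of at least 8 CPM and a 3′ UTR of at least 50 bases. Length and dinucleotide content of the 3′ UTR were regressed out, and residuals were limited to 2 in size. Exon inclusion was the FPKM of the included form over the sum of both forms, for exons with a mean sum of at least 5 FPKM. Both analyses were added after the data were examined.

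The fit was tested on simulated data for the shNeuroD1 against shControl comparison, with 200 of 17537 genes changed by 1.5 on the log2 scale. It recovered 90.5% of the changed genes, and 3.7% of the calls were false. DESeq2 recovered 77.5% on the same data, with 0% false calls. The simulation used the spread seen between these libraries, so it does not cover variation between cultures that the libraries may not sample. It raised as many genes as it lowered, and its calls used an adjusted p under 0.05 alone. In the real counts 55% of genes passed that limit, so these rates may not hold there.

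Totals were 14665210 to 16482463 counts per library. Counts of the 2 shControl libraries differed by a chi-square of 2.53 per degree of freedom, over 16772 genes with at least 20 counts in the pair. The corresponding value was 1.56 for the 2 shNeuroD1 libraries, over 17380 genes. Both exceed the value of 1 that sampling noise alone gives, so neither pair is 1 library deposited in duplicate, and the libraries of a group were counted as separate replicates because the labels number them. These values do not tell separate cultures from repeat libraries of 1 culture. The common biological coefficient of variation was 3.19%. An exact permutation of 2 against 2 libraries cannot give a two-sided p below 0.333, so all p-values rest on the model's estimate of spread, which borrows from all genes.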

Results

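RNAseq counts were compared between 2 shControl and 2 shNeuroD1 libraries of IMR-32 cells. The shControl libraries held 15403815 and 16482463 counts, and the shNeuroD1 libraries held 14665210 and 14677569. Between 26071 and 27121 genes had at least 1 count in a library. Mitochondrial genes took 4.37% and 4.59% of counts in shControl and 5.39% and 5.51% in shNeuroD1.

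NEUROD1, the targeted gene, was examined first. NEUROD1 (ENSG00000162992, GRCh38 chromosome 2, 181673088 to 181680876, minus strand) had 6174 and 6582 counts in the shControl libraries and 969 and 886 in the shNeuroD1 libraries. Its level was 416.7 ± 3.10 CPM (SD, n = 2) in shControl and 60.9 ± 3.90 CPM (SD, n = 2) in shNeuroD1, or 14.6% of the control level. The log2 fold change was -2.77 (SE 0.0504, edgeR adjusted p 8.6e-29). Scaling by library size alone moved it most, to -2.66. CERKL (chromosome 2, 181536676 to 181680665), which overlaps NEUROD1 on the same strand and was chosen after its values were seen, also fell, with a log2 fold change of -1.87, and its reads cannot be separated from those of NEUROD1 here.

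The study asked how NeuroD1 acts on N-Myc, the product of MYCN, and whether MYCN transcripts change. MYCN (ENSG00000134323, chromosome 2, 15940564 to 15947007, plus strand) was at 1984.6 ± 56.5 CPM (SD, n = 2) in shControl and 1974.4 ± 7.49 CPM (SD, n = 2) in shNeuroD1. The log2 fold change was -0.01 (SE 0.0372, edgeR adjusted p 0.886), less than the spread between replicates. Under library size alone it was 0.11 with an adjusted p of 0.0139, while the median of all tested genes stood at 0.12 under that scaling. An antisense gene overlaps MYCN, and the counting was not stated to use strand.

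USP1, a deubiquitinase that the study examined as a target of NeuroD1, was lower in shNeuroD1. USP1 (ENSG00000162607, chromosome 1, 62436297 to 62451804, plus strand) was at 318.2 ± 0.637 CPM (SD, n = 2) in shControl and 132.3 ± 0.746 CPM (SD, n = 2) in shNeuroD1, or 41.6% of the control level. The log2 fold change was -1.27 (SE 0.0444, edgeR adjusted p 1.8e-21). It moved most in limma on log2(FPKM + 1), to -1.10 with an adjusted p of 0.0273. The FPKM of the USP1 transcript end was 53.3 and 56.3 in shControl and 25.8 and 23.9 in shNeuroD1.

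**Figure D1:**
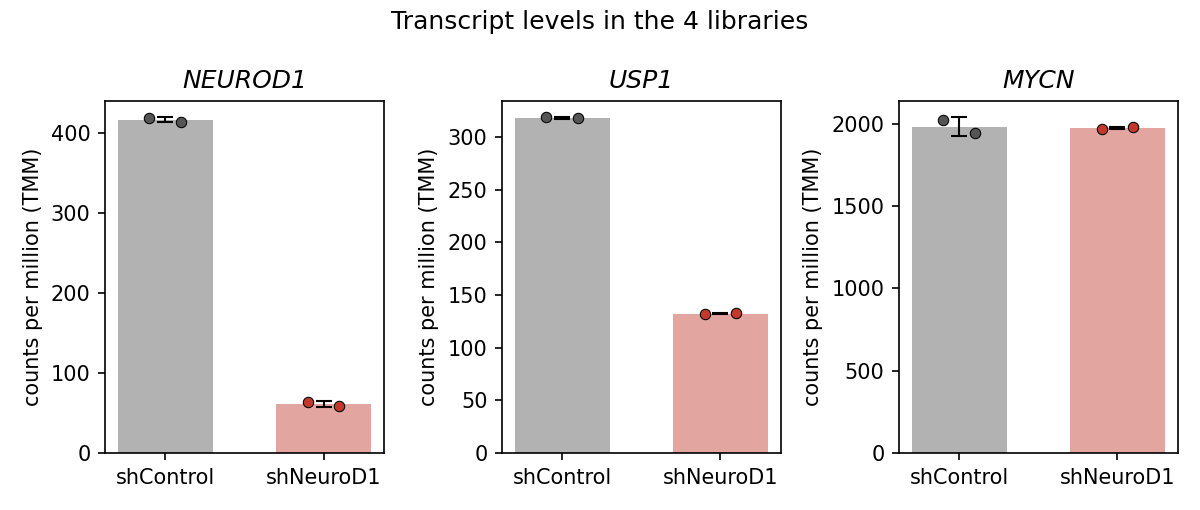
TMM-scaled counts (CPM) of NEUROD1, USP1 and MYCN on linear axes from 0, with points for the 2 libraries of each group, bars for the group mean and error bars for 1 SD. NEUROD1 fell from 416.7 to 60.9 CPM and USP1 from 318.2 to 132.3 CPM, while the MYCN points of the 2 groups overlapped.

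The wider response was then counted. Of 17537 genes tested, 902 were lower and 1541 were higher in shNeuroD1 at an adjusted p under 0.05 and a log2 fold change beyond 1 in size. The adjusted p alone called 4939 lower and 4698 higher genes, or 55% of those tested. The count of higher genes depended on the tool, with 998 in DESeq2, where 771 genes were lower. It also depended on the filter and the scaling within edgeR. A mean of at least 1 CPM gave 1189 higher and 754 lower genes, and library size alone gave 1862 and 733. DESeq2 shared 750 of the lower and 991 of the higher calls with edgeR. Limma on log2(FPKM + 1), over 10083 genes, called 201 lower and 187 higher.

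Among genes with a mean of at least 10 CPM, the 5 largest falls were in INHBE, NPTX1, NHLH1, CCKAR and NGFR. INHBE (chromosome 12, 57452323 to 57459280) went from 20.7 ± 2.15 to 0.361 ± 0.233 CPM (SD, n = 2 each), with a log2 fold change of -5.80 (SE 0.25, edgeR adjusted p 3.6e-19). It rests on 8 and 3 counts in the shNeuroD1 libraries and ranged from -6.66 without shNeuroD1 replicate 1 to -5.27 without shNeuroD1 replicate 2. NPTX1, NHLH1, CCKAR and NGFR had log2 fold changes from -4.59 to -4.33. The 5 largest rises were in GAGE2A, BMP5, ETV4, ARHGEF28 and SRGAP3. GAGE2A (chromosome X, 49589529 to 49596827) had 8 and 1 counts in shControl and 881 and 838 in shNeuroD1, a log2 fold change of 7.55 (SE 0.198, edgeR adjusted p 1.1e-24) that ranged from 6.68 without shControl replicate 2 to 9.63 without shControl replicate 1. GAGE genes are near-identical copies, so the share of reads that belongs to GAGE2A itself is uncertain. BMP5 rose by 5.41, ETV4 by 3.87, ARHGEF28 by 3.79 and SRGAP3 by 3.30 on the log2 scale. In limma on log2(FPKM + 0.1), INHBE (adjusted p 0.0502), GAGE2A (0.0785) and ETV4 (0.0543) no longer passed.

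Because deubiquitinases were of interest to the study, the USP family was examined. Of 47 USP genes tested, 17 were lower and 11 higher at an adjusted p under 0.05 over all genes, and 17 were lower and 11 higher when adjusted over the list alone. This balance depended on the scaling, since library size alone gave 11 lower and 18 higher, where the median of all genes stood at 0.12. Past both thresholds, USP1 and USP12 were lower and USP27X was higher. USP12 (chromosome 13, 27066142 to 27171896) had a log2 fold change of -1.19 (SE 0.0642, edgeR adjusted p 1.3e-16), which in limma on log2(FPKM + 1) was -0.73 with an adjusted p of 0.0504. USP27X (chromosome X, 49879948 to 49882565) rose by 1.29 on the log2 scale (SE 0.170, edgeR adjusted p 9.5e-08).

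Other deubiquitinases that the study links to N-Myc were compared next. The log2 fold change was -0.28 for USP3 (edgeR adjusted p 0.00017), where limma on log2(FPKM + 1) gave -1.49 (adjusted p 0.0379), and 0.22 for USP36 (edgeR adjusted p 0.00015). USP5, at -0.05, and USP7, at -0.02, did not pass, nor did FBXW7, the ubiquitin ligase of N-Myc, at 0.07 (edgeR adjusted p 0.391, 0.675 and 0.466). FBXW7 passed under library size alone, at 0.18 with an adjusted p of 0.0421. Among further genes the study names, CCND1 (-0.45), CDK4 (-0.82), SKP2 (-0.86), MDM2 (-0.53), ODC1 (-0.70), MKI67 (-0.25) and PCNA (-1.39) had negative log2 fold changes, with the highest edgeR adjusted p, 1.5e-05, in MKI67. ALK was higher, with a log2 fold change of 1.33 (SE 0.0651, edgeR adjusted p 9.1e-18). In the FPKM fits CCND1, MDM2 and MKI67 had positive values that did not pass, and CDK4, ODC1, PCNA and USP36 kept their sign without passing.

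Cell cycle entry was a question of the study, so the S phase and G2/M lists were tested. The 43 S phase genes had a median log2 fold change of -1.19 (camera adjusted p 8.4e-18), and 42 of 43 were lower. The 54 G2/M genes had a median of -0.78 (camera adjusted p 1.0e-16), and 53 of 54 were lower. S phase members with the largest falls were BLM (-1.96), UHRF1 (-1.85) and CDC6 (-1.83), and G2/M members were PIMREG (-1.78), SMC4 (-1.50) and CDC25C (-1.36), as log2 fold changes. BLM and CDC25C did not pass in limma on log2(FPKM + 1), with an adjusted p of 0.0636 and 0.0766. Limma on log2(FPKM + 1) moved the S phase median most, to -0.95. USP1 is itself in the S phase list, where 18 of the 42 other genes fell more than USP1. The central range of these other genes, from the 5th to the 95th percentile, ran from -1.82 to -0.57.

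The 58 MYC-induced genes had a median log2 fold change of -0.18 (camera adjusted p 0.00047), with 44 of 58 lower. Without the members shared with the cell cycle lists, 54 genes had a median of -0.17 (camera p 0.00072), and in limma on log2(FPKM + 1) this shorter list did not pass (p 0.0983). The largest falls in the list were in MCM5 (-1.35), MCM4 (-1.32) and PLK4 (-1.12), as log2 fold changes. Under library size alone the median was -0.07, against 0.12 for all genes.

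Of the remaining lists, integrated stress response genes were lower, with a median log2 fold change of -1.06 (camera adjusted p 3.8e-14) and 29 of 29 genes lower. SLC7A11 (-3.61), CHAC1 (-2.92) and PCK2 (-2.30) fell most on the log2 scale. Neuronal differentiation genes were higher, with a median of 0.36 (camera adjusted p 0.0011) and 29 of 38 genes higher. STMN4 (2.76), GRIA2 (2.49) and SCG2 (1.69) rose most, and GRIA2 did not pass in limma on log2(FPKM + 1) (adjusted p 0.0948). The lists of adrenergic transcription factors (median -0.01, camera adjusted p 0.842) and interferon response genes (median 0.03, camera adjusted p 0.842) did not pass. Under fry the 5 lists that passed with camera also passed, as did the adrenergic factors (0.0296). With the correlation estimated from the libraries, none of these lists passed, with an adjusted p of 0.110 for the S phase, G2/M and stress response lists, 0.116 for neuronal differentiation and 0.241 for MYC-induced genes. This estimate rests on 4 libraries.

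**Figure D2:**
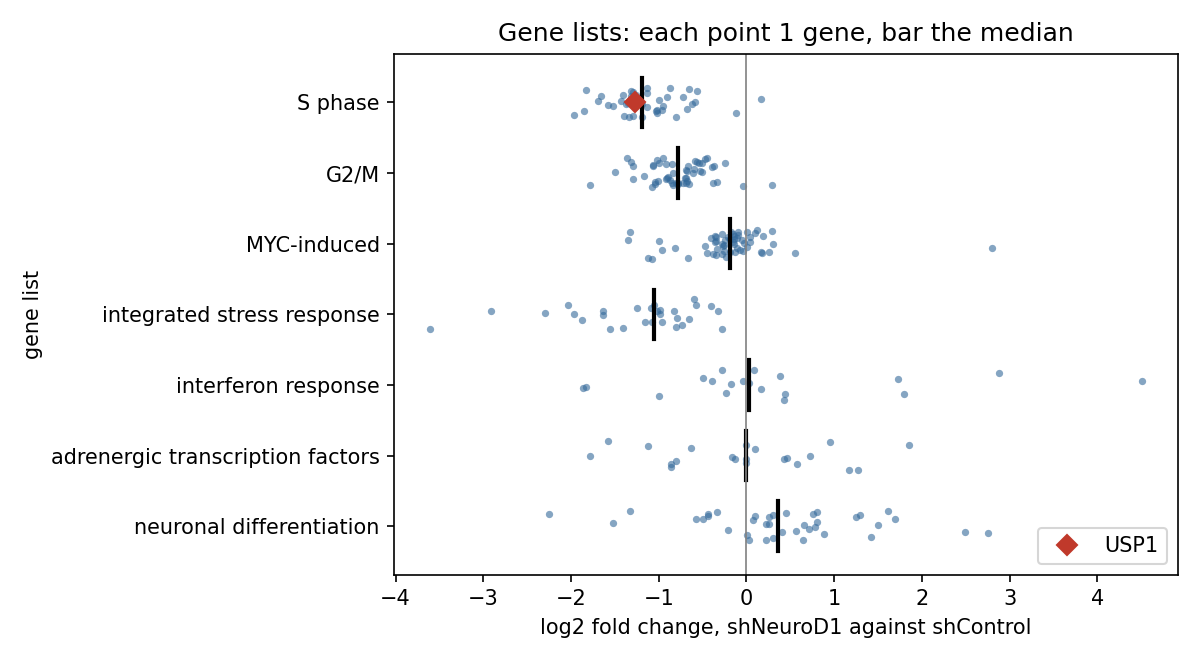
Log2 fold change of shNeuroD1 against shControl (horizontal axis) for the tested genes of each list reported (rows), with 1 point per gene, a black bar at the list median and USP1 as a diamond. The S phase median lies at -1.19 and USP1 lies at -1.27, among the other S phase genes.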

Values the study reported

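For this comparison the study reported 731 downregulated genes and 923 upregulated genes after NeuroD1 knockdown in IMR-32 cells.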

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

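The comparison with library depth was chosen after the result was seen. 973 events of transcript structure had at least 1 FPKM in both shNeuroD1 libraries and were listed in neither shControl library, against 610 with the groups exchanged. This stood out because the presence or absence of events is used in no comparison between the groups, and because the number is above that of the control libraries. Pairs that mixed 1 library of each group gave 403 to 509 such events. Genes whose expression rose could bring their events over the listing limit, and 316 of the 973 events lay in genes with a log2 fold change above 0.5. Among genes with a log2 fold change under 0.5 in size the numbers were 554 for shNeuroD1 and 390 for shControl, against 324 to 373 for the mixed pairs, which argues against raised expression as the whole cause. Depth argues the other way, since the higher total of the shNeuroD1 libraries, 14677569 counts, is below both shControl totals. How the authors assembled transcripts was not stated, and a difference in assembly between the groups stays open, as does a change of transcript structure after NeuroD1 knockdown, for which only the inclusion of exons was compared between the groups.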

How the results depend on the processing

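The set tests on z-scores, the removal of the length and GC trend, and the alternatives for lists other than S phase, G2/M and MYC-induced and for genes that the study does not name were chosen after seeing the data. NEUROD1, USP1 and the S phase and G2/M medians kept their direction in every fit that was run for them, and leaving out 1 library gave -2.84 to -2.71 for NEUROD1, -1.27 to -1.26 for USP1, -1.23 to -1.14 for the S phase median and -0.20 to -0.17 for the MYC-induced median. No FPKM value was used for NEUROD1.

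Counts of called genes depended on the rule, the tool, the filter and the scaling. An adjusted p alone gave 4939 lower and 4698 higher genes, and glmTreat, which tests that a change exceeds the threshold, gave 448 and 576. DESeq2 gave 998 higher genes against 1541, and its 771 lower genes were closer to the 902 of edgeR. The FPKM fits gave 201 lower and 187 higher genes with a pseudocount of 1, and 206 and 174 with 0.1, over 10083 genes, so fewer genes were tested. The share of calls that were lower was 36.9% in the main setting, 28.2% under library size alone and 51.8% with log2(FPKM + 1). The USP genes lower in shNeuroD1 were 11 under library size alone and 2 in both FPKM fits, against 17. On the simulated data DESeq2 recovered 77.5% of the changed genes with 0% false calls, against 90.5% and 3.7% for edgeR, at an adjusted p under 0.05. Whether this accounts for the gap between the tools in the real counts, and the cause of the difference from the FPKM fits, were not tested.

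MYCN changed sign where its change was near 0, to 0.11 under library size alone, 0.0059 with a mean of at least 1 CPM, and 0.13 in both FPKM fits. USP5 (0.065) and USP7 (0.087) changed sign under library size alone, which puts the median of all genes at 0.12. In limma on log2(FPKM + 1) and log2(FPKM + 0.1), the sign changed for CCND1 (0.18 and 0.18), MDM2 (0.39 and 0.42) and MKI67 (0.38 and 0.41), none with an adjusted p under 0.05, and the cause was not tested. The adrenergic factor median was 0.10 under library size alone, 0.0047 with a mean of at least 1 CPM, and 0.19 and 0.20 in the FPKM fits. The interferon median was -0.12 with no filter on low counts, and 0.39 and 0.51 in the FPKM fits, where 8 of its genes were tested and 6 were higher, without passing (adjusted p 0.16 and 0.13). Leaving out 1 library also changed the sign of these values near 0, with -0.04 to 0.02 for MYCN, -0.04 to 0.02 for the adrenergic median and -0.09 to 0.14 for the interferon median.

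Removing the length and GC trend left the S phase (-1.18), G2/M (-0.80) and neuronal (0.36) medians within the spread between replicates. It moved the MYC-induced median to -0.29, and to -0.29 with the replicate block, the stress response median to -1.21 and the adrenergic median to -0.17. The interferon median changed sign, to -0.02.

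With the correlation estimated from the libraries, the medians of -1.19 for S phase, -0.78 for G2/M and -0.18 for MYC-induced genes no longer passed (adjusted p 0.110, 0.110 and 0.241). Camera run on edgeR's z-scores of the counts in place of log2 CPM, also with an estimated correlation, gave 0.0273, 0.0417 and 0.175, so whether S phase and G2/M pass with an estimated correlation depends on the scale. The z-scores with an estimated correlation also called the stress response (0.0273) and neuronal (0.0417) lists, which log2 CPM did not. The MYC-induced median was -0.16 in limma on log2(FPKM + 0.1) and did not pass (adjusted p 0.0510).

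Same-numbered libraries did not deviate together (correlation of deviations 0.0158 across genes), so the counts gave no sign of pairing by number. With so few libraries, this cannot exclude that same-numbered libraries were prepared together. With the replicate block 899 genes were lower and 1511 higher, and no call on a list or named gene changed. Among 412 values of 49 other genes and lists outside the leave-one-out fits, 361 kept their direction and side of the threshold or moved by less than the spread between replicates, 25 were weaker, 7 stronger, 6 moved and 13 reversed.

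With 2 libraries per group, the depth of 14665210 to 16482463 counts limits genes such as GAGE2A and INHBE, whose low group holds 8 and 1 or 8 and 3 counts.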

Other observations

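The tests of 7-mers in the 3′ UTR (except the comparison of the 2 shNeuroD1 libraries), of the share of small changes, of GAPDH, of GAGE genes, of the length and GC trend with the replicate block, and of exon inclusion over all exons were chosen after the results were seen.

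The number of higher genes here was 1541. That is above the value quoted from the study, and the main tool differs from the one the study used. The filter on low counts also moved the edgeR count, to 1189 with a mean of at least 1 CPM and 1383 with no filter. DESeq2 gave 998 higher and 771 lower genes here. Both are closer to the quoted values than the counts from edgeR in the main setting.

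In a scan of 15828 7-mers over the 3′ UTRs of 10324 genes, with length and dinucleotide content removed, the 7-mer most strongly tied to lower expression in shNeuroD1 was GCAATTC (z -8.92, 1003 genes, mean effect -0.165 on the log2 scale), followed by GAGCAAT (z -6.87). The strongest 7-mer in the other direction reached 4.28. Both leading 7-mers occur in the NEUROD1 transcript, at positions 2220 and 2218 of 2852 counted from its 5′ end, where they overlap in the 3′ UTR. A single 7-mer occurs anywhere in that transcript for 15.4% of those scanned, and the chance that both occur there and overlap was not computed. Chosen on the odd-numbered chromosomes alone, GCAATTC again ranked 1 on the remaining chromosomes, with z -6.20 (permutation p 0.0001, the smallest that 10000 permutations can give). A candidate explanation is seed-like pairing of the hairpin with transcripts other than NEUROD1. The labels do not say which hairpin was used. Of the NeuroD1 hairpin sequences that the study lists, 1 contains both leading 7-mers and the other contains neither. This explanation needs such a match, but pairing of the hairpin with other transcripts was not tested here. The effect was -0.16 and -0.166 in the 2 shNeuroD1 libraries against the mean of shControl, which share that mean and so are not independent. Compared directly, without shControl, the 2 shNeuroD1 libraries differed by 0.0064 at genes with the 7-mer (z 1.57), against 0.0020 (z 0.45) between the 2 shControl libraries. The direct comparison argues against a hairpin with this 7-mer in only 1 of the 2 libraries. A change in an endogenous microRNA was not tested and stays open. The 7-mer was in 14.9% of 456 lower genes and 9.47% of the other genes scanned. Either leading 7-mer was in 24.1% of the lower genes and 15.8% of the others, so these sites bear on a minority of the lower genes. Matches shorter than 7 bases were not scanned.

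The same scan bears on USP1 and on the cell cycle genes. The 3′ UTR of USP1 held neither leading 7-mer, and neither did that of MYCN, while USP12 and CDK4 held GAGCAAT and MDM2 held GCAATTC. Of 42 S phase genes scanned, 4 held either 7-mer (9.52%, against 16.1% of all genes scanned), and the median log2 fold change of those without was -1.20. This argues against direct pairing at these sites as the cause of the S phase fall. An indirect effect of other transcripts lowered by the hairpin stays open, since 1 hairpin effect cannot be separated from loss of NeuroD1 in these libraries. Outside these libraries, the study reported lower USP1 mRNA and protein with each of its NeuroD1 hairpins in several MYCN-amplified cell lines. It reported arrest before S phase with them too.

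USP1 fell within the range of its cell cycle list, with 18 of the 42 other S phase genes falling more. This rank was fixed as a description, with no test, before the data were examined. A gene that NeuroD1 regulates directly could also fall by a typical amount. The rank therefore cannot tell a fall shared with S phase genes from a direct effect of NeuroD1 on USP1. For a direct effect, the study reported NeuroD1 bound at the USP1 promoter. It also reported that activation of a promoter reporter was lost when both binding motifs were mutated. The tables argue against length and GC content as the whole cause of the S phase fall, since the list median was -1.18 with their trend removed, and -1.18 with the replicate block as well.

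The counts argue against the members shared with the S phase and G2/M lists as the whole cause of the lower MYC-induced median. The list without them still passed with camera (p 0.00072). CDK4 (-0.82), which the study ties to the G1-to-S transition, stayed in that list, so the part of all cell cycle genes was not tested. This shorter list did not pass with an estimated correlation (0.190) or in the FPKM fits (0.0983 and 0.103). The fall outside the shared members therefore depends on the test and the values used.

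The interferon response list was written to test for a response to hairpin RNA. 4 of its 19 tested genes rose past both thresholds and 2 fell, so its median near 0 decides nothing, and such a response cannot be told apart from other changes here. The risers, IFIT3, RSAD2, CMPK2 and OAS1, were chosen after their values were seen and had at most 4.38 CPM on average, while the more abundant IFI44 went from 2361 and 2485 counts in shControl to 1193 and 1219 in shNeuroD1, and EIF2AK2 had a log2 fold change of 0.38.

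Very small changes may pass because the 2 libraries of a group vary little beyond counting noise. Requiring a log2 fold change beyond 1 removed 74.6% of the genes with an adjusted p under 0.05. Within groups the chi-square per degree of freedom was 2.53 and 1.56, against 42.4 to 43.6 between groups.

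GAPDH, the reference gene of the study's quantitative PCR, was chosen after its values were seen. It was lower in shNeuroD1, with a log2 fold change of -0.45 (SE 0.0366, edgeR adjusted p 2.7e-12) and -0.34 under library size alone, which argues against the scaling as the cause. In the FPKM fits GAPDH was lower without passing (adjusted p 0.0991 and 0.0986). Ratios to GAPDH in these cells could be shifted upward as a result, which was not tested by quantitative PCR.

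Counts of the GAGE family rose. Summed over 13 GAGE genes, counts were 21 and 1 in shControl and 908 and 855 in shNeuroD1, or 22 against 1763 in total. GAGE2A took 1719 of the 1763 counts, and the other 12 genes together went from 13 to 44 counts, so the rise lies almost wholly in 1 gene as counted. Reads shared between near-identical copies would move counts between members and leave the sum level, which the sum argues against as the cause of the rise. Which copy the reads come from stays open. PAGE1, a gene of a related family chosen after its values were seen, rose by 3.25 on the log2 scale. A difference between the cell populations that carry each hairpin was not tested and stays open.

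Exon inclusion gave a negative result. Over 8400 exons, 703 differed by more than 0.2 between the groups, against 675 and 702 when the libraries were split into mixed pairs. Among exons with a spread under 0.1 within each pair, 54 differed by more than 0.25, against 45 and 45. This is consistent with noise of transcript assembly in single libraries for most of them.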
